A study of Arabidopsis thaliana with 3 samples.

How the data were processed

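Small RNAs were sequenced from inflorescence tissue of Arabidopsis thaliana (ecotype Columbia-0) in 3 libraries, 1 each from wild type, an nrpd1 mutant and an rdr2 mutant. Per the labels' protocols, RNA was extracted with TRIzol, 200 µg of total RNA went into each library, adapters were ligated to both ends, and the libraries were sequenced on the Illumina platform. The deposited files hold 1 distinct read sequence per line with its count, and the count is the whole number of reads with that sequence, not normalised by the authors as far as the values show. The sequences differ in length, so adapters had been trimmed before deposit, but adapter sequence remains in part of the longest mutant reads. The trimmer, the filters, any aligner and the genome build are not given in the sources used here. The wild-type file holds reads of 15 to 34 nt and the mutant files reads of 18 to 34 nt.

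Each library was placed in its group by the genotype field of the labels. The title of the nrpd1 library also names rdr2, while its genotype and description name the nrpd1a-4 allele alone, and it was treated as nrpd1. The labels describe the libraries differently. The wild-type description names another laboratory, a column-based extraction, a gel slice of 15 to 35 nt and unopened flower buds, although the shared protocol text names TRIzol for all 3. The nrpd1 description gives plants of 6 to 8 weeks and includes inflorescence stems, whereas the shared growth text gives 5 weeks. Genotype, laboratory, tissue and library batch therefore cannot be told apart in any comparison with wild type.

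Reads of 18 to 28 nt were used in all libraries. Each distinct sequence was matched to the TAIR10.1 assembly (5 nuclear chromosomes, mitochondrion and chloroplast) with 0 mismatches on both strands, by an exact search written with numba 0.67.0 and numpy 2.4.6 in Python 3.11.15. Coordinates are positions in TAIR10.1 from this matching and its annotation. In a test of the search, 998 of 998 sequences of 24 nt cut from the genome were found in place and 0 of 1000 random 24-nt sequences matched. At 18 nt, 6 of 1000 random sequences matched. Reads that overlap an annotated rRNA, tRNA, snRNA or snoRNA gene are called structural RNA reads. A listed miRNA or other small RNA was counted by reads exactly equal to its mature sequence, for 27 miRNAs, 2 trans-acting siRNAs (ta-siRNAs) and 1 repeat-derived siRNA listed before the data were examined.

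At loci, reads were counted when they matched at 1 place in the genome and lay wholly within the annotated gene, on either strand, or started in a 500-bp window. Values are RPM, the reads divided by the library's reads of 18 to 28 nt and multiplied by 1000000. Windows and genes with at least 20 wild-type reads of 24 nt were sorted by the ratio of mutant to wild-type RPM. They are called lost below 0.1, reduced from 0.1 to 0.5, kept from 0.5 to 2 and higher above 2. Tested on simulated counts for the 15139 windows, these classes recovered 100% of 100 windows set to be lost in each mutant. They also recovered 100% of 100 set to be higher, and 99.9% (nrpd1) and 99.6% (rdr2) of unchanged windows were called kept. The ratios set lay far from the cuts of 0.1 and 2, so the test does not show how windows near a cut are called. The wild-type counts were kept as observed, so counting error in wild type and the choice of windows by wild-type reads are not covered.

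The list of genes for cysteine-rich peptides (CRPs) was built from fixed symbols and terms, such as LCR, SCRL, defensin-like, ECA1 gametogenesis, thionin and RALF, in the gene symbols and descriptions of the annotation. Terms were matched as whole words in the gene note, the product names and the first clause of the transcript notes. This was settled after the annotation was seen, because thionin also occurs inside methionine, and 5 genes whose PDF symbol stands for other proteins were removed after their names, not their values, were seen. The list holds 570 genes, of which 514 are protein-coding and 56 are pseudogenes. Matching inside words gives 811 genes and is an alternative chosen after seeing the data, as are placing genes with 0 mutant reads at 3 reads and leaving miR172a out of the summed miRNAs. Gene lists were set against 10000 random lists of the same size drawn from genes with at least 10 wild-type reads, matched on mean abundance in 5 bins.

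The text names genes by a rule fixed before the data were examined. It takes the 10 CRP genes with most 24-nt reads in wild type, up to 5 CRP genes per mutant with at least 10 reads there, the 5 most abundant listed miRNAs, and the largest and smallest miRNA ratio per mutant among miRNAs with at least 100 wild-type reads. It also takes every listed ta-siRNA and siRNA, the 3 windows per mutant with most reads among those kept or higher, the 3 genes with most 24-nt reads in wild type, and the 3 most abundant sequences per library.

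Depth was 12270803 reads in wild type, 13580575 in nrpd1 and 9001733 in rdr2. Shares carry exact Clopper-Pearson intervals, counts exact Poisson intervals, and ratios the exact conditional interval for 2 counts, each at 95% (scipy 1.17.1). These intervals cover counting error only, because reads without molecular identifiers are not independent molecules. A library at 0 reads was given a floor of 3 reads, and a fold against it leaves out the counting error of the other library. With 1 library per group there is no replicate, so no test between genotypes was made and no p-value is given. Each comparison is between these libraries, not between conditions.

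The alternatives covered the scaling (to listed miRNAs, to genome-matched reads without structural RNA, or to 21-nt reads), reads at all places divided by their number of places, reads thinned to 8841710 per library, flanks of 500 bp, windows of 1000 bp, a minimum of 50 reads, lengths of 23 and 24 nt, other length ranges and narrower lists. Reads outside 18 to 28 nt were left out of the comparisons. DNA methylation was not analysed here. The spread of ratios over strong windows was looked at with minimums of 3000 and of 1000 wild-type reads, both chosen after seeing the data, and both are given. The random lists with 0 reads placed at 3 reads, and with genes of at least 50 reads, were also added after seeing the data. Figures were drawn with matplotlib 3.10.9.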

Results

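The small RNAs of Arabidopsis inflorescences were compared between wild type, nrpd1 and rdr2. NRPD1 is the largest subunit of RNA polymerase IV and RDR2 is an RNA-dependent RNA polymerase. Both act in the pathway that makes 24-nt short interfering RNAs (siRNAs) for RNA-directed DNA methylation. The study asked how abundant small RNAs were at single genes for cysteine-rich peptides in these genotypes. The 3 libraries, 1 per genotype without replicates, held 12270803 reads (wild type), 13580575 (nrpd1) and 9001733 (rdr2), of which 12067827, 13385343 and 8841710 were 18 to 28 nt long. These fell into 1490462, 1087214 and 463224 distinct sequences. Of the reads of 18 to 28 nt, 85.6% matched TAIR10.1 perfectly in wild type, 87.3% in nrpd1 and 89.1% in rdr2. Structural RNA made up 7.53% of reads in wild type, 30.0% in nrpd1 and 18.7% in rdr2. Genes annotated otherwise, such as misc_RNA, are not in this class, so a scaling without structural RNA can still hold other RNA fragments.

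Small RNA libraries hold few fragments of ordinary mRNA and so do not check the genotypes. Within NRPD1 (AT1G63020, chromosome 1, 23354685 to 23362589) there were 4 single-place reads of 18 to 28 nt in wild type, 8 in nrpd1 and 8 in rdr2. Within RDR2 (AT4G11130, chromosome 4, 6780449 to 6784632) there were 4 in wild type, 1 in nrpd1 and 11 in rdr2.

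Read lengths were compared first, because both genes are needed for the 24-nt class. Reads of 24 nt made up 48.1% of reads in wild type (95% interval 48.0 to 48.1%), 11.5% in nrpd1 (11.4 to 11.5%) and 7.27% in rdr2 (7.26 to 7.29%). The 21-nt class took 17.5% in wild type, 22.9% in nrpd1 and 47.7% in rdr2. Within it, the single sequence of miR172a took 6.91%, 8.08% and 25.2% of all reads, which also lowers the shares of the other lengths. Reads of 22 nt took 8.28%, 10.4% and 10.5%, and those of 23 nt 11.7%, 9.27% and 5.23%, in the same order. These differences were larger than counting error. The alternative that moved the 24-nt share most in wild type was the range of 20 to 25 nt, at 51.9%. In the mutants it was counting distinct sequences, at 22.3% in nrpd1 and 13.1% in rdr2. The nrpd1 library also had more reads of 18 to 20 nt than the others, for example 9.69% of 19 nt against 2.32% in wild type and 4.08% in rdr2.

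**Figure D1:**
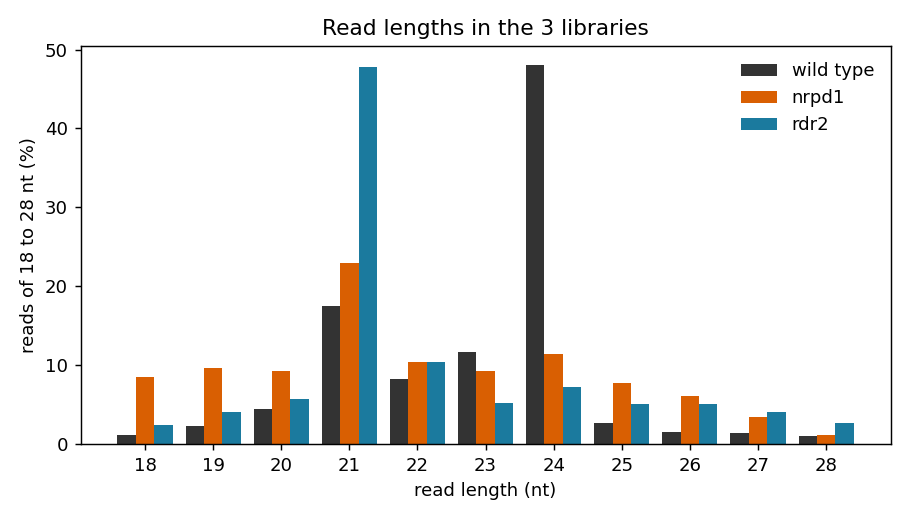
Share of reads (%, vertical axis) at each read length from 18 to 28 nt (horizontal axis) in the wild-type, nrpd1 and rdr2 libraries; each bar is 1 library. The wild-type bar at 24 nt reaches 48.1%, against 11.5% in nrpd1 and 7.27% in rdr2, and the rdr2 bar at 21 nt reaches 47.7%. In that last bar the single sequence of miR172a makes up 25.2% of all rdr2 reads.

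Listed miRNAs, which are made without NRPD1 or RDR2, showed how the libraries compared outside the 24-nt class. The 27 listed miRNAs summed to 9.95% of reads in wild type, 10.5% in nrpd1 and 29.3% in rdr2. On the log2 scale the sum was 0.08 above wild type in nrpd1 and 1.56 above it in rdr2. The nrpd1 value moved most, to 0.53, when scaled to genome-matched reads without structural RNA, and it fell below wild type, to −0.31, when scaled to 21-nt reads. The rdr2 value moved most, to 0.11, when scaled to 21-nt reads. The sum rests largely on miR172a, which made up 69.5% of the listed miRNA reads in wild type, 76.8% in nrpd1 and 86.2% in rdr2. The other 26 miRNAs summed to 3.03%, 2.44% and 4.03% of reads, a log2 ratio of −0.32 in nrpd1, below wild type, and of 0.41 in rdr2. A single sequence, AGAATCTTGATGATGCTGCAT (miR172a, 21 nt, from MIR172a and MIR172b), was the most abundant in every library and took 6.91% of wild-type, 8.08% of nrpd1 and 25.2% of rdr2 reads.

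Single miRNAs differed far more than their sum. Among 19 miRNAs with at least 100 wild-type reads, the ratio to wild type ran from 0.117 for miR157 to 7.10 for miR158 in nrpd1, with a median of 1.27. For reads sharing the first 18 nt of miR158, the log2 ratio in nrpd1 was 1.43 instead of 2.83. In rdr2 the ratio ran from 0.263 for miR157 to 6.06 for miR394, with a median of 2.13. In nrpd1, miR394 had a ratio of 1.27, which fell below 1 when scaled to 21-nt reads. The ratio of miR158 in rdr2 was 0.702 (0.633 to 0.778). The miRNAs most abundant in wild type were miR172a (69105 RPM), miR156 (10055), miR166 (4552), miR167a (4186) and miR173 (3852). The ratio of miR172a was 1.17 in nrpd1, below 1 when scaled to 21-nt reads, and 3.65 in rdr2. The ratio of miR156 was 0.266 in nrpd1 and 0.448 in rdr2, that of miR167a 0.181 and 0.738. For miR166 it was 2.05 in nrpd1 and 1.59 in rdr2, and for miR173 0.276 and 2.10. The rdr2 ratios of miR166 and miR173 fell below 1 when scaled to 21-nt reads. All of these differences were larger than counting error, and none has a replicate check.

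The ta-siRNA tasiR-ARF (TTCTTGACCTTGTAAGACCCC, TAS3) had 867 reads in wild type, 1020 in nrpd1 and 251 in rdr2. Its ratio to wild type was 1.06 in nrpd1 (0.968 to 1.16), not distinguishable from 1 at this depth, and 0.395 in rdr2 (0.342 to 0.455). The direction in nrpd1 depends on the scaling, with a log2 ratio of 0.53 per genome-matched reads without structural RNA and −0.30 per 21-nt reads. The ta-siRNA siR255 (TTCTAAGTCCAACATAGCGTA, matching TAS1A, TAS1B and TAS1C) had 11, 30 and 5 reads, a ratio of 2.46 in nrpd1 (1.20 to 5.44) and of 0.620 in rdr2 (0.169 to 1.94), above 1 for reads sharing the first 18 nt. The repeat-derived siR1003 (AGACCGTGAGGCCAAACTTGGCAT, 24 nt, 205 places) had 151 reads in wild type and 42 in nrpd1, a ratio of 0.251 (0.174 to 0.355). In rdr2 it had 0 reads, where 3 reads correspond to 0.339 RPM against 12.5 RPM in wild type.

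The other leading sequences came mostly from miRNAs. The third most abundant in wild type was TTGACAGAAGAAAGAGAGCAC (MIR156h) with 74361 reads, against 4770 in nrpd1 and 16308 in rdr2. In nrpd1 the second was GGGCTTGTAGCTCAGAGGA, from the tRNA gene trnR, with 191411 reads against 2859 in wild type and 29185 in rdr2. In rdr2 the second and the third were GGAATCTTGATGATGCTGCAT (MIR172e; 213542 reads, against 18342 in wild type and 7817 in nrpd1) and AGAATCTTGATGATGCTGCAG (MIR172c and MIR172d; 152117, against 63762 and 34603).

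The loss of 24-nt reads was then followed along the genome. In wild type, 15139 windows of 500 bp had at least 20 single-place 24-nt reads, 3712163 in all. In nrpd1 these windows held 266660 reads, 6.48% of the wild-type RPM, and in rdr2 79822 reads, 2.93%. In nrpd1, 75.3% of windows were lost, 23.8% reduced, 0.793% kept and 0.139% higher. In rdr2, 96.6% were lost, 2.60% reduced, 0.310% kept and 0.443% higher. No read was found in 17.7% of the windows in nrpd1 and in 74.7% in rdr2. For nrpd1, the lost share moved most, to 65.2%, when scaled to genome-matched reads without structural RNA. For rdr2 it moved most, to 98.9%, when scaled to listed miRNAs, under which the rdr2 sum was 0.997% of wild type. A window with few wild-type reads and 0 mutant reads counts as lost although a ratio under 0.1 cannot be shown there. With a minimum of 50 wild-type reads the lost share was 81.6% in nrpd1 and 98.0% in rdr2.

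What remained in the mutants was spread differently. Over the 171 windows with at least 3000 wild-type reads, the nrpd1 ratio had a median of 4.85% of wild type, and its 5th and 95th percentiles were 0.515% and 12.9%. The rdr2 ratio had a median of 0.572%, with 5th and 95th percentiles of 0.258% and 0.932%. The nrpd1 library held more RPM than the rdr2 library in 158 of these windows (92.4%).

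**Figure D2:**
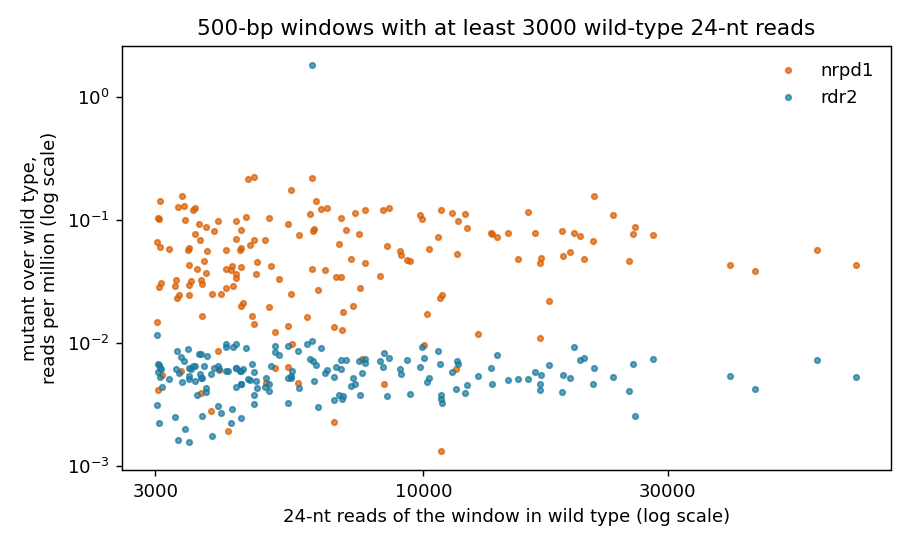
Ratio of mutant to wild-type RPM (vertical axis, log scale) against the wild-type 24-nt reads (horizontal axis, log scale) for the 171 windows of 500 bp with at least 3000 wild-type reads; each point is 1 window in nrpd1 or rdr2. The rdr2 points lie in a band around 0.00572, apart from 1 window at 1.81, and the nrpd1 points spread from 0.00133 to 0.224.

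Among windows kept or higher in nrpd1, most reads lay at chromosome 3, 14202001 to 14202500 (AT3G06365, annotated as misc_RNA). It held 616 reads in wild type, 12901 in nrpd1 and 1710 in rdr2. The ratio in nrpd1 was 18.9 (17.4 to 20.5), a log2 ratio of 4.24, and counting reads at all places gave 2.58. In rdr2 the ratio was 3.79 (3.45 to 4.16). Reads at misc_RNA genes are not in the structural RNA class, so fragments of a longer RNA were not ruled out there. The sequence GCGGGAGTAACTATGACTCTCTTA made up 51.9% of the nrpd1 reads there. Next came chromosome 2, 16537501 to 16538000, in the ta-siRNA gene TAS1C (AT2G39675), with 2101 reads in wild type, 5930 in nrpd1 and 10211 in rdr2. Its ratios were 2.54 in nrpd1 (2.42 to 2.68) and 6.63 in rdr2 (6.33 to 6.96), the most reads of any window kept or higher in rdr2. The sequence TAGCAACTGTTCTTTAGACGACTT made up 81.1% of the nrpd1 and 89.5% of the rdr2 reads there. The third in nrpd1, chromosome 1, 24884001 to 24884500, holds MIR163 (AT1G66725), and 99.7% of its 4436 reads were miR163 (TTGAAGAGGACTTGGAACTTCGAT), a miRNA of 24 nt. Its ratio was 4.73 (4.40 to 5.10).

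In rdr2, the window with the second most reads was chromosome 5, 22322501 to 22323000, where no gene is annotated. It held 6066 reads in wild type, 1471 in nrpd1 and 8031 in rdr2, a ratio of 0.219 in nrpd1 (0.206 to 0.231) and of 1.81 in rdr2 (1.75 to 1.87). Scaled to listed miRNAs, the rdr2 value fell below wild type, to a log2 ratio of −0.70, but without miR172a in that scaling it was 0.44. The third, chromosome 2, 10409501 to 10410000 (AT2G08050, a long non-coding RNA gene), had 353 reads in wild type, 273 in nrpd1 and 2900 in rdr2, a ratio of 0.697 in nrpd1 (0.593 to 0.819) and of 11.2 in rdr2 (10.0 to 12.6). Of the rdr2 reads, 99.5% were AGGGGACATCGCATTGATCCTGAT.

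Of annotated genes, 4019 had at least 20 wild-type reads of 24 nt. In nrpd1 61.6% of them were lost and 36.2% reduced, and in rdr2 94.6% were lost and 2.84% reduced. Scaled to genome-matched reads without structural RNA, the lost share in nrpd1 was 48.8%. The gene with most reads was AT3G08370 (a long non-coding RNA gene; chromosome 3, 20030910 to 20031192), with 43100 in wild type, 1758 in nrpd1 and 137 in rdr2. AT4G08545 (annotated as an LRR receptor-like protein; chromosome 4, 5436600 to 5439167) had 35365, 2951 and 139. The pseudogene AT1G77095 (chromosome 1, 28964016 to 28965367) had 24735, 2669 and 85. Their ratios were 0.0368, 0.0752 and 0.0973 in nrpd1 and 0.00434, 0.00536 and 0.00469 in rdr2.

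The question of the study concerned CRP genes, which encode small secreted peptides with several cysteines, such as defensin-like proteins and thionins. Of 570 listed genes, 141 had a single-place 24-nt read in wild type and 74 had at least 10. Their 24-nt reads summed to 9860 in wild type (817 RPM), 347 in nrpd1 (25.9 RPM) and 125 in rdr2 (14.1 RPM). The log2 ratio of the sum was −4.98 in nrpd1 and −5.85 in rdr2. As a ratio this was 0.0317 (0.0284 to 0.0353) in nrpd1 and 0.0173 (0.0144 to 0.0206) in rdr2. The alternative that moved the nrpd1 sum most was matching list terms inside words, at −3.89, and that for rdr2 was scaling to listed miRNAs, at −7.41. Of the 74 genes, 69 (93.2%, interval 84.9 to 97.8%) were lost in nrpd1 and 72 (97.3%, 90.6 to 99.7%) in rdr2. No read was found in nrpd1 at 26 of them, nor in rdr2 at 58. Many of these genes had too few wild-type reads for 0 reads to show a ratio under 0.1. With 0 reads placed at 3 reads, 54 genes (73.0%) were below 0.1 in nrpd1 and 42 (56.8%) in rdr2.

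The CRP list was set against random lists of genes matched on abundance. Random genes were drawn singly, whereas some CRP genes are neighbours, so the percentiles may be too extreme. The abundance used for matching is the mean over the 3 libraries and so includes the mutant values compared. The median ratio of the 74 genes in nrpd1 was 0.0227, or 0.0489 with genes at 0 reads placed at 3 reads. The median of the random lists was 0.0778, and the CRP list lay at percentile 0 of 10000 lists. With 0 reads at 3 reads the random lists had a median of 0.101 and the CRP list again lay at percentile 0. Its lost share of 93.2% compared with a median of 59.5% in the random lists. In rdr2 the median ratio was 0 in the CRP list and in the median random list, so it separates nothing. Placed at 3 reads, the CRP median in rdr2 was 0.0862. The mean ratio in rdr2 was 0.0139 against 0.101 in random lists, at percentile 1.59, and a mean can rest on a few genes with high ratios.

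Single CRP genes with most 24-nt reads in wild type lay on 4 of the chromosomes. AT4G10603 (defensin-like family; chromosome 4, 6550922 to 6551975) had 2677 reads in wild type, of which 2673 lay within coding sequence, 52 in nrpd1 and 12 in rdr2. Its ratio was 0.0175 in nrpd1 (0.0130 to 0.0230) and 0.00612 in rdr2 (0.00316 to 0.0107). AT5G44495 (ECA1 gametogenesis related family; chromosome 5, 17926302 to 17926710) had 1502 reads, all within coding sequence, against 23 in nrpd1 and 10 in rdr2. Its ratios were 0.0138 (0.00872 to 0.0208) and 0.00909 (0.00435 to 0.0168). AT1G33607 (defensin-like; chromosome 1, 12186941 to 12187423) had 505 reads, 17 in nrpd1 and 1 in rdr2, and ratios of 0.0303 (0.0175 to 0.0491) and 0.00270 (6.83e-05 to 0.0151). AT1G10745 (maternally expressed gene family; chromosome 1, 3572674 to 3573173) had 398 reads, 373 of them in exon sequence outside the coding region, 8 in nrpd1 and 1 in rdr2.

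**Figure D3:**
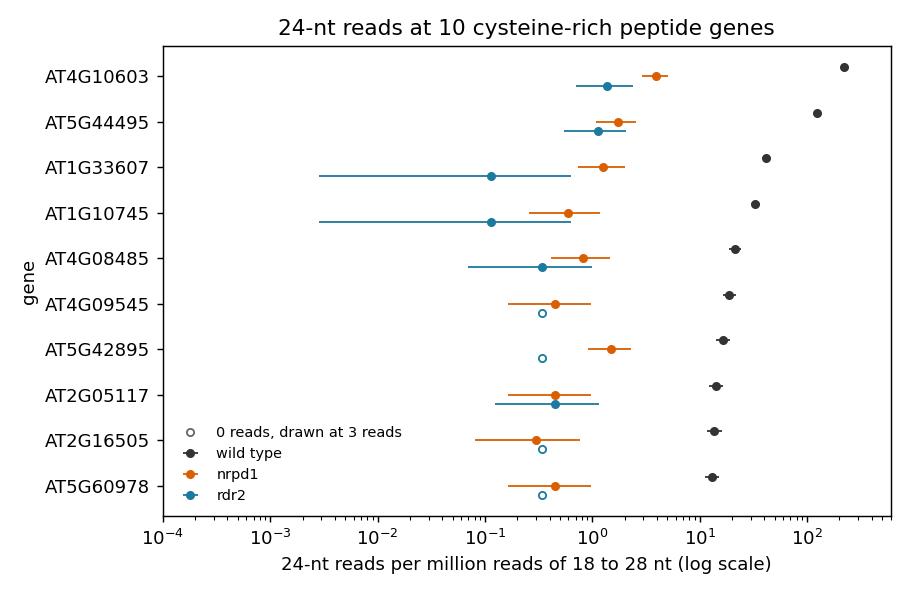
Single-place 24-nt reads scaled to reads of 18 to 28 nt (RPM, horizontal axis, log scale) at the 10 CRP genes with most such reads in wild type (vertical axis). Points are single libraries with exact 95% Poisson intervals, and open points mark 0 reads, drawn at 3 reads; each mutant point lies below the wild-type point of its gene, for example 3.88 and 1.36 RPM against 222 RPM at AT4G10603.

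The remaining genes of the 10 had lower counts. AT4G08485 (defensin-like; chromosome 4, 5394425 to 5394782) had 257 reads in wild type, 11 in nrpd1 and 3 in rdr2, with an rdr2 ratio of 0.0159 (0.00326 to 0.0471). CRP4 (AT4G09545; chromosome 4, 6037565 to 6037937) had 229, 6 and 0 reads, which is at least 55.9-fold lower in rdr2. AT5G42895 (chromosome 5, 17196762 to 17197163) had 200, 20 and 0 reads, a ratio of 0.0902 in nrpd1 (0.0539 to 0.143) and at least 48.8-fold lower in rdr2. Both belong to the ECA1 gametogenesis related family. SCRL9 (AT2G05117; chromosome 2, 1838592 to 1839014) had 171, 6 and 4 reads. AT2G16505 (maternally expressed gene family; chromosome 2, 7156839 to 7157770) had 166, 4 and 0 reads, at least 40.5-fold lower in rdr2, with all wild-type reads in exon sequence outside the coding region. The pseudogene AT5G60978 (chromosome 5, 24542499 to 24542855) had 158, 6 and 0 reads, at least 38.6-fold lower in rdr2. The exact upper limits of the rdr2 ratio, which also cover counting error in wild type, were 0.0222 for CRP4, 0.0254 for AT5G42895, 0.0307 for AT2G16505 and 0.0322 for AT5G60978.

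Few CRP genes held 10 or more 24-nt reads in a mutant, 7 in nrpd1 and 3 in rdr2. In nrpd1, the fifth by count was AT2G20597 (plant thionin family; chromosome 2, 8873007 to 8873546), with 13 reads against 18 in wild type and 0 in rdr2. Its ratio of 0.651 in nrpd1 (0.293 to 1.41) was not distinguishable from 1 at this depth. In rdr2, THI2.1 (AT1G72260; chromosome 1, 27198356 to 27199468) had 13 reads, against 0 in wild type and 3 in nrpd1, at least 5.91-fold higher than 3 wild-type reads. The exact 95% lower limit of the ratio, which also covers the counting error of the 13 reads, was 4.16. This gene overlaps AT1G72250, reads were counted on either strand, and it also had 54 reads of 21 and 22 nt in rdr2 against 9 in wild type.

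Reads of 21 and 22 nt at CRP genes were fewer than those of 24 nt in wild type and nrpd1, and more in rdr2. They summed to 852 in wild type, 203 in nrpd1 and 340 in rdr2, a log2 ratio of −2.22 in nrpd1 and −0.88 in rdr2. The nrpd1 value moved most, to −0.18, with 500 bp added on each side, and the rdr2 value moved most, to −2.43, when scaled to listed miRNAs. The sum joins genes that moved differently. The 18 genes with at least 10 such reads in wild type held 628 reads there, 22 in nrpd1 and 7 in rdr2, and the other 552 genes held 224, 181 and 333. For 24 nt, the 496 genes with fewer than 10 wild-type reads held 64 of the 125 reads in rdr2. Among the 18 genes with at least 10 such reads in wild type, 88.9% were lost in nrpd1 and 88.9% in rdr2. No read was found at 7 of them in nrpd1 and at 14 in rdr2, and with 0 reads placed at 3 reads 55.6% were below 0.1 in nrpd1 and 33.3% in rdr2. The median ratio in nrpd1 was 0.0221, or 0.0764 with 0 reads placed at 3 reads. The value of 0.0221 compared with 0.0952 in random lists with 0 reads left at 0, at percentile 0.04. The random lists were not limited by gene type, so they can hold miRNA genes and genes with RNA fragments. Such reads need not depend on NRPD1 or RDR2, so a lower CRP value may be partly built into the comparison. In rdr2 the median was 0 in the CRP list and in the median random list, at percentile 38.6, so it separates nothing. The mean ratio in rdr2 was 0.0250 against 0.739 in random lists, at percentile 0.27, and a mean can rest on a few genes with high ratios.

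Sequences shared between libraries described their overlap. Of the 708067 distinct 24-nt sequences in wild type, 11.1% were also found in nrpd1 and 2.44% in rdr2, and they carried 59.1% and 37.1% of the wild-type 24-nt reads. Of those in nrpd1, 32.2% were found in wild type, and of those in rdr2 28.5%. Among sequences with at least 2 reads, the share of nrpd1 sequences found in wild type was 46.8%. For 21 nt, 15.5% of wild-type sequences were found in nrpd1 and 12.4% in rdr2, and they carried 85.6% and 83.0% of the wild-type 21-nt reads. In the other direction, 13.9% of the 21-nt sequences of nrpd1 and 14.5% of those of rdr2 were found in wild type.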

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

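The test of shifted ends was chosen before its result was seen, and the tests of a common scale factor and of adapter in long reads after.

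The miRNAs miR390 and miR173 moved in opposite ways in the mutants, lower than wild type in nrpd1 and higher in rdr2. Both were picked out after their values were seen, and the difference between the mutants was not tested, as each is 1 library. The ratio of miR390 was 0.145 in nrpd1 and 4.81 in rdr2, and that of miR173 0.276 and 2.10. Among miRNAs with at least 100 wild-type reads they were not alone. In the same order, miR171a moved the same way (0.687 and 2.50). The reverse held for miR158 (7.10 and 0.702) and miR169a (1.12 and 0.919). One scale factor per library would move all miRNAs alike, and miR172a alone takes 25.2% of rdr2 reads. Scaled to 21-nt reads, the rdr2 ratio of miR173 was 0.770, on the same side of 1 as in nrpd1 (0.210). Without miR172a among the 21-nt reads it was 0.989. Per reads of the other listed miRNAs, miR172a among them, it was 0.704 against 0.253 in nrpd1, also on the same side. Per genome-matched reads without structural RNA it was 2.33 against 0.375 in nrpd1, and per reads of the other listed miRNAs without miR172a 1.72 against 0.313, still on opposite sides. So for miR173 the direction in rdr2 depends on the scaling, and a scale factor stays open. For miR390 the rdr2 ratio stayed above 1 under the same scalings, between 1.65 and 5.34, with 1.77 per 21-nt reads, and the nrpd1 ratio below 1, which argues against a scale factor as the whole cause. Shifted 3′ ends are argued against too, since reads with the same first 18 nt gave 0.148 in nrpd1 and 4.79 in rdr2. Library preparation, laboratory and tissue stay open, because there is 1 library per genotype, and so does the genotype itself. These cannot be told apart.

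Reads of 34 nt, outside the range used in the report, were more frequent in the mutants than in wild type. There were 40724 in nrpd1 (0.300% of its reads), 9915 in rdr2 (0.110%) and 259 in wild type (0.00211%). Adapter left on the reads was looked for as at least 10 nt of the start of the 3′ adapter with at most 3 mismatches (fewer over a shorter stretch), or an exact 12 nt of the 5′ adapter. It was found in 24.1% of the 34-nt reads of nrpd1 and 33.5% of those of rdr2, against 0.124% and 0.618% of their 24-nt reads. Adapter may therefore account for part of them, and the source of the rest was not settled. Trimming that differed between libraries, and the gel slice named for wild type alone, stay open. No biological explanation was tested.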

How the results depend on the processing

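Matching list terms inside words, placing 0 reads at 3 reads and leaving miR172a out of the listed miRNAs were chosen after seeing the data. No paired analysis was possible because each group is 1 library. With no replicates, a value is said to hold where it stays within the 95% counting interval of the reported value. These intervals are narrow, so most main values moved: 94 of the alternative values lie outside and 44 inside, and 2 changed sign. The log2 ratio of the summed CRP reads stayed below 0 under the alternatives run, and the order wild type above nrpd1 above rdr2 in 24-nt share held under each. Except where the alternative's construction shows it, the cause was not tested.

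The 24-nt share in wild type, nrpd1 and rdr2 was 50.0%, 11.5% and 6.83% among genome-matched reads, 47.5%, 22.3% and 13.1% among distinct sequences, 50.9%, 12.4% and 6.73% without structural RNA, and 51.9%, 16.1% and 8.91% at 20 to 25 nt. The 21-nt share was 18.8%, 24.1% and 50.7%, then 8.82%, 13.5% and 24.3%, then 17.9999%, 27.2% and 55.0%, then 18.9%, 32.3% and 58.5%, in the same order.

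The log2 ratio of the summed listed miRNAs in nrpd1 was 0.53 per genome-matched reads without structural RNA, 0.0322 for reads sharing the first 18 nt, and reversed to −0.31 per 21-nt reads. In rdr2 it was 1.71 and 0.11 for the first and the last of these. Without miR172a it reversed to −0.32 in nrpd1 and was 0.41 in rdr2. Per 21-nt reads, 4 single miRNA values also reversed, miR172a (−0.16) and miR394 (−0.0451) in nrpd1, and miR166 (−0.77) and miR173 (−0.38) in rdr2. The window at chromosome 5, 22322501, reversed to −0.70 in rdr2 when scaled to listed miRNAs, but was 0.44 when miR172a was left out of them.

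The lost share of windows in nrpd1 was 77.1% scaled to listed miRNAs, 65.2% per genome-matched reads without structural RNA, 70.9% with all places, 77.1% with thinned reads, 81.6% with a minimum of 50 reads and 73.3% in 1000-bp windows. In rdr2 it was 98.9%, 96.3%, 95.9%, 97.1% and 98.0% for the first 5 of these. For genes in nrpd1 it was 64.2%, 48.8%, 57.7%, 63.6% and, with 500 bp on each side, 69.9%, or 64.2% with a minimum of 50 reads. For genes in rdr2 it was 96.99% scaled to listed miRNAs, 93.2% with all places, 95.4% with thinned reads, 92.8% with flanks and 96.96% with a minimum of 50 reads.

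Scaled to listed miRNAs without miR172a, the lost share was 68.3% of windows and 52.7% of genes in nrpd1, and 97.7% and 95.6% in rdr2. The log2 sum at CRP genes was then −4.66 in nrpd1 and −6.26 in rdr2 for 24 nt, and −1.90 and −1.29 for 21 and 22 nt.

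The log2 sum of 24-nt reads at CRP genes in nrpd1 was −4.53 per genome-matched reads without structural RNA, −4.65 with flanks, −4.65 with 23 and 24 nt, −5.19 for LCR, SCRL and defensin-like genes only and −3.89 with terms matched inside words. In rdr2 it was −7.41 scaled to listed miRNAs, −5.43 with 23 and 24 nt, −6.39 for the narrower list and −4.38 with terms matched inside words. The lost share of CRP genes for 24 nt was 73.0% in nrpd1 and 56.8% in rdr2 with 0 reads placed at 3 reads, and stayed within its interval under the other alternatives run. For 21 and 22 nt, the log2 sum in nrpd1 was −1.77 without structural RNA, −2.46 with all places and −0.18 with flanks. In rdr2 it was −2.43 scaled to listed miRNAs, −1.19 with all places and −0.33 with flanks, and the lost share was 100% scaled to listed miRNAs. With 0 reads placed at 3 reads the lost share was 55.6% in nrpd1 and 33.3% in rdr2.

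The share of 24-nt sequences of wild type found in nrpd1 was 8.46% among those with at least 2 reads and 9.76% with thinned reads, and of those found in rdr2 2.65% with thinned reads. The share of nrpd1 sequences found in wild type was 46.8% and 33.4%, and of rdr2 sequences 32.9% and 27.1%. For 21 nt, the pairs were 14.5% and 14.2% (wild type in nrpd1), 13.8% and 13.1% (wild type in rdr2), 22.9% and 14.8% (nrpd1 in wild type), and 17.4% and 13.3% (rdr2 in wild type).

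Among single small RNAs, genes and windows, 147 alternative values lay within the interval, 73 lay outside it and 5 reversed, as named above. A sign change is called reversed only where the interval of the reported value excludes 0. So tasiR-ARF in nrpd1, at −0.30 per 21-nt reads, is among those outside, and siR255 in rdr2, at 0.79 for reads sharing the first 18 nt, among those within. Depth limits the CRP genes: at a gene with 10 wild-type reads, 0 mutant reads cannot show a ratio under 0.1. With 0 reads placed at 3 reads, 15 of the 69 genes called lost in nrpd1 and 30 of the 72 in rdr2 were no longer under 0.1.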

Other observations

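The tests of CRP genes against genes of like abundance, against genes of like length in bins, against genes rich in 24-nt reads and with all places counted were chosen before their results were seen. The tests with closest lengths and with at least 50 reads, and all other tests in this part were chosen after.

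The 24-nt reads left in nrpd1 were spread unevenly. Over the 171 windows with at least 3000 wild-type reads, the 95th percentile of the ratio was 24.99 times the 5th, where counting noise around 1 constant ratio gave 1.21 times in 100 simulations. Reads mixed in from a library with the proportions of this wild type would leave the same ratio everywhere, so such a mixture is argued against as the whole cause. A mixture from other tissue, a difference in tissue between the libraries and 24-nt siRNAs made without NRPD1 stay open.

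The reads left in rdr2 were more even. The same spread was 3.61 times, against 2.01 times for counting noise and 2.44 times in the largest of 100 simulations. This is 1.79 times the noise, under a limit of 2 times set after the values were seen. Over the 581 windows with at least 1000 wild-type reads the spread was 15.1 times against 3.61 for noise, which is 4.18 times the noise. A small share of wild-type-like reads, near the median of 0.572%, may lie behind the even band in the strongest windows, but the limit is passed at the lower minimum, so this could not be settled. A low, even activity without RDR2 was not tested.

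The title of the nrpd1 library also names rdr2. Plants that all lacked RDR2 would hold no more 24-nt reads than the rdr2 library, yet nrpd1 held more RPM in 92.4% of the strong windows. The share was 93.6% per genome-matched reads without structural RNA, 98.2% per 21-nt reads and 98.8% scaled to listed miRNAs, and the median ratio to wild type was 4.85% in nrpd1 and 0.572% in rdr2. With the rdr2 library, itself 1 library, as the level without RDR2, this argues against a library made only from plants that lacked RDR2. No other nrpd1 library gives the level without NRPD1, so the test does not show that the library is a single nrpd1 mutant. A double mutant with reads mixed in from other plants or tissue was not tested and stays open.

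CRP genes kept less of their 24-nt reads in nrpd1 than other genes of like abundance, a median ratio of 0.0227 against 0.0778. Gene length is argued against as the whole cause. With random lists also matched on length in 3 bins the CRP median lay at percentile 0.01, and with each CRP gene replaced by 1 of the 20 other genes of like abundance closest in length it lay at percentile 0, against a median of 0.0636. RNA fragments in other genes stay open. Among genes in which 24-nt reads were at least 0.5 of wild-type reads the CRP median of 0.0236 lay at percentile 0, against 0.0751, but this kept 4653 of 5048 genes and so decides nothing. Counting all places gave 0.0378 against 0.0867, also at percentile 0, which argues against reads shared between similar copies. Low counts are argued against too, as among the 37 CRP genes with at least 50 wild-type reads the median of 0.0303 lay at percentile 0, against 0.0721. A candidate explanation is that 24-nt siRNAs at CRP genes depend more on the pathway of NRPD1 than those at other genes. Genome windows, not matched on abundance, had nrpd1 medians of 0.0448 and, with at least 50 reads, 0.0401. These lie nearer the CRP medians of 0.0227 and 0.0303 than the random gene lists do, so a high background at other genes stays open. The different tissue and laboratory of the 2 libraries stay open. Neighbouring CRP genes count as independent in all these lists, so the percentiles may be too extreme. Whether the pattern holds in rdr2 is not settled. There the median ratio is 0 in both, the mean of 0.0139 lay at percentile 1.59, against 0.101, and the lost share of 97.3% at percentile 97.7, against 91.9%, with 30 of the 72 lost genes not under 0.1 when 0 reads are placed at 3 reads.

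A sequence equal to miR172a with 1 extra T at its 3′ end, AGAATCTTGATGATGCTGCATT, matches no place in the genome. It had 47577 reads in wild type, 47658 in nrpd1 and 103536 in rdr2, or 5.71%, 4.40% and 4.64% of the miR172a reads. The 3′ adapter begins with T, so a base left on by trimming was weighed. If it did so at a like share for all miRNAs, the shares would be alike within a library. Among 5 other miRNAs with at least 1000 wild-type reads, the highest share was 53.3 times the lowest in wild type. The lowest was 0.300% (0.0618 to 0.873%) for miR162 and the highest 16.0% (13.8 to 18.3%) for miR158. In nrpd1 the highest was 30.9 times and in rdr2 69.7 times the lowest, again with miR158 highest. The width of the range rests on miR158, as the others lay between 0.300% and 0.575% in wild type. The miR172a share of 5.71% there was also above these others. The 5 do not cover all abundant miRNAs, as miR166, with 54937 wild-type reads, is not among them. The unequal shares argue against trimming that acts alike on all miRNAs. Trimming that depends on the end of the sequence, and addition of a base in the plant, stay open and were not tested. No biological explanation was tested.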
